A study of Mus musculus with 32 samples.

How the data were processed

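RNA was measured in brain tissue from C57BL/6 mice by RNA sequencing. The 32 libraries fell into 4 groups of 8 by the genotype label. In the iE3 and iE4 mice a human apolipoprotein E isoform (apoE3 or apoE4) was to be expressed in the liver, and each line had Cre-positive and Cre-negative animals. The labels do not give age, sex, brain region or the state of the mouse Apoe gene. The libraries of a group were taken as separate animals because the deposited table gives litters, but no label names the animals, so the p-values measure the spread between these libraries.

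Total RNA was extracted with Trizol and chloroform and cleaned on columns with a DNase step, per the labels' protocols. TopHat2 2.1.0 and the mm10 genome build were named in the submitters' processing notes. The deposited values are log2 expression per gene after conditional quantile normalization, per the labels, which corrects for GC content and gene length and brings the libraries to a shared distribution. The gene annotation, the counting tool, the strand setting and any filter are not given in the sources used here. The values ran from -8.33 to 12.6 and were not centred per gene. Read counts were not used here, so the depth of each library is unknown and no counting interval was computed; precision comes from the spread among the 8 libraries of a group. Because strand use is not stated, values of genes that overlap an antisense partner are uncertain, as are those of near-identical copies such as the hemoglobin genes, Eno1 with Eno1b, and the alpha protocadherins, which share their last exons.

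The deposited table also held the RNA integrity number, the RNA extraction batch, the tissue harvest batch and the litter of each library. These columns showed that the design had been fixed on a reading of the file's name, as if such covariates had already been removed; the columns stand beside the values and no statement says whether the values were corrected for them. The iE3 libraries came from extraction batches A and B only and the iE4 libraries from C and D only, so extraction batch and line are confounded. Batch A held 4 iE3/Cre- and 5 iE3/Cre+ libraries, B held 4 and 3, C held 5 iE4/Cre- and 6 iE4/Cre+, and D held 3 and 2. Harvest batch 1 held 6, 5, 4 and 6 libraries of iE3/Cre-, iE3/Cre+, iE4/Cre- and iE4/Cre+, and harvest batch 2 held 2, 3, 4 and 2. The 6 litters of the iE3 line and the 7 of the iE4 line each included 3 with both Cre states. The mean integrity number ranged from 9.39 to 9.43 between groups. No libraries held identical values, and the closest pair differed by 0.274 (root mean square, log2) against a median of 0.357 within groups, so each library counted as 1 replicate.

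The table listed 34901 Ensembl genes, of which 34266 (98.2%) had a symbol and position in the GENCODE vM21 annotation of GRCm38, the assembly that mm10 denotes. Genes with a mean of at least 0 on the log2 scale over all 32 libraries were tested, which left 18343 genes (52.6%). Linear models with a mean per group were fitted with limma 3.58.1 in R 4.3.3, with a mean-variance trend and moderated errors on 31.7 total degrees of freedom. Tests were two-sided and Benjamini-Hochberg adjusted p under 0.05 was the threshold. Comparisons were iE4/Cre+ against iE4/Cre-, iE3/Cre+ against iE3/Cre-, iE4/Cre+ against iE3/Cre+, iE4/Cre- against iE3/Cre-, and the interaction, which is the Cre difference in iE4 less that in iE3.

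Gene lists for cell types, cell states, brain regions, pathways and tissues that could be mixed in were written beforehand. Of 35 lists, 33 with at least 5 measured genes were tested with camera in limma at a preset correlation of 0.01, adjusted over the lists of a comparison. The liver list had too few genes past the filter and was tested without it, and the sex-linked genes were read as values. Because genes of a list vary together between libraries, list results were set beside camera with an estimated correlation, fry, and exact permutation tests of each list's mean per library, two-sided and adjusted over the 33 lists. The permutation tests of list means were chosen after seeing the data. These tests shuffled single libraries, and none kept litters whole, although litters are nested in the lines.

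Genes were named by a fixed rule. In the comparisons within a line and of the Cre-positive groups these were the 12 higher and 12 lower genes with the largest log2 difference past the threshold, and in the remaining 2 comparisons 5 of each. Where fewer than 5 passed in a direction, the 5 with the smallest unadjusted p were named as not passing. Predicted genes, clones, pseudogenes and genes without a symbol were skipped. Some genes that the rule names are not reported here. Apoe and Alb were added in every group, as were up to 4 members of each list past the threshold and, for lists that passed, up to 4 members with the smallest p. The lists, the comparisons, the tests, the naming rule and most other settings were set before the data were examined.

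The procedure was tested on simulated data in which 200 of the 18343 genes were changed, 50 at each of 4 sizes. For iE4/Cre+ against iE4/Cre-, 48% of genes changed by log2 0.25, 84% at 0.5, 94% at 1 and 100% at 2 were recovered with 10 false calls. For iE3/Cre+ against iE3/Cre- the shares were 44%, 84%, 96% and 100% with 3 false calls, and for the interaction 40%, 74%, 90% and 98% with 7. For iE4/Cre+ against iE3/Cre+ they were 54%, 82%, 94% and 100% with 9 false calls, and for iE4/Cre- against iE3/Cre- 50%, 76%, 88% and 100% with 3. A microglia list shifted by log2 0.2 in the iE4 comparison passed at an adjusted p of 4.36e-15, along with 1 of the 32 other lists. When the real iE4 libraries were regrouped in other ways, a median of 10 lists passed (highest 21). In the other comparisons that median ran from 7 to 9. The simulated list result therefore does not describe how often lists pass by chance in these libraries. The simulated gene figures likewise hold for the simulated data only. Regrouping the iE4 libraries gave a median of 0 genes (highest 266).

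Other settings fixed beforehand were a constant variance prior, only the compared groups in the fit, no expression filter, quantile normalization, library weights, the Xist level as a covariate, marker means of excitatory neurons and myelin as covariates, the other list tests, and a threshold of 0.10. Settings chosen after seeing the data were extraction batch as a covariate under 2 codings, extraction batch with harvest batch and RNA integrity, litter as a random effect, litter as a block in the comparisons within lines, olfactory and choroid plexus marker means as covariates, leaving out extraction batch D, and leaving out each library. In a comparison of 2 groups, leaving out a library of another group changes the error but not the difference. Counts out of 32 fits for such comparisons include these fits, which test the call less. Up to 100 splits of the same libraries were counted for each comparison, and for the lines every split that kept the litters whole.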

Results

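Brain transcriptomes were measured in mice of the iE3 and iE4 lines, designed to express human apoE3 or apoE4 in the liver. Apolipoprotein E carries lipids in the brain and in plasma. The series asks how apoE made outside the brain bears on the brain and its vessels. Each of the 4 groups (iE3/Cre-, iE3/Cre+, iE4/Cre- and iE4/Cre+) held 8 libraries. Values were log2 expression normalized by the authors for GC content and length, and the sequencing depth is unknown. All differences are log2, with the SE of the limma fit and n = 8 per group unless stated.

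The first component of the 18343 tested genes held 19.3% of the variance and separated the iE3 from the iE4 libraries, and the second held 7.6%. Xist, the X-inactivation RNA, was near the floor in every group (-3.54 ± 0.54, -3.88 ± 0.91, -4.01 ± 1.02 and -4.75 ± 1.49 (SD, n = 8) in iE3/Cre-, iE3/Cre+, iE4/Cre- and iE4/Cre+), and the Y-linked helicase gene Ddx3y was at 6.10 ± 0.09, 6.13 ± 0.14, 6.09 ± 0.17 and 6.06 ± 0.10.

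**Figure D1:**
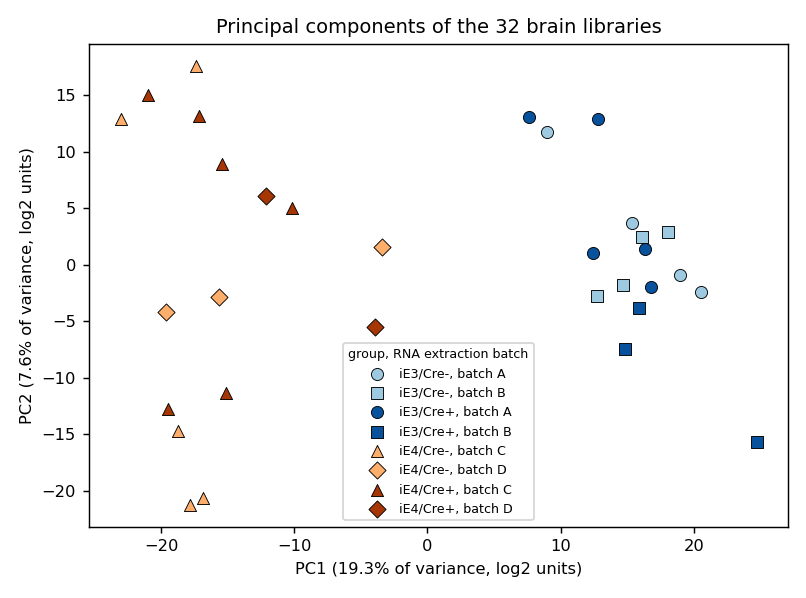
Each point is a library placed on the first and second principal components of the tested genes (19.3% and 7.6% of the variance), coloured by group, with the marker giving the RNA extraction batch. The iE3 libraries (batches A and B) and the iE4 libraries (batches C and D) lie apart along the first component, and the Cre states of a line do not.

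Mouse Apoe (ENSMUSG00000002985, chromosome 7, 19696109 to 19699188, GRCm38) was at 4.78 ± 0.15 in iE3/Cre-, 4.78 ± 0.16 in iE3/Cre+, 4.54 ± 0.21 in iE4/Cre- and 4.26 ± 0.49 in iE4/Cre+ (SD, n = 8). Only the difference between the Cre-positive groups passed the test (-0.52 ± 0.14 (SE, n = 8), adjusted p = 0.0156 in limma). The Cre difference was 0.00 in iE3 (adjusted p = 0.999) and -0.27 in iE4 (adjusted p = 1). The difference between the Cre-negative groups was -0.24 (adjusted p = 0.274), and the interaction was -0.28 (adjusted p = 0.847). With litter as a block, which sets litter mates of both Cre states against each other, the Cre difference was 0.15 ± 0.13 in iE3 and -0.50 ± 0.12 in iE4 (SE). The blocked interaction was -0.65 ± 0.17 (adjusted p = 1 for each). These p-values are adjusted over all 18343 genes. The blocked iE4 difference and interaction were well beyond their SEs, but rest on the 3 litters of each line with both Cre states. Without the block and without iE4/Cre+ replicate 8 the iE4 difference was -0.15 and the interaction -0.16. With each library left out in turn the unblocked iE3 difference ran from -0.04 to 0.04. Apoe ranked at the 58.2 percentile of the tested genes by mean level, against 99.3 for Clu, the other abundant brain apolipoprotein gene. Whether the level of Apoe, and with it each Apoe difference, is affected by the normalization, the mapping of reads or the state of the mouse locus could not be decided from these values. Alb, the plasma albumin gene made by hepatocytes (ENSMUSG00000029368, chromosome 5, 90460897 to 90476602), was below the filter and varied widely in iE3, at 0.53 ± 2.82 in iE3/Cre- and 0.59 ± 2.30 in iE3/Cre+ against -3.54 ± 1.25 in iE4/Cre- and -3.44 ± 1.55 in iE4/Cre+. Without the filter, the liver list of 16 genes was lower in iE4 than in iE3 with Cre (camera, adjusted p = 6.86e-06) and without Cre (8.03e-06), and did not differ with Cre within iE4 (0.617), within iE3 (0.81) or in the interaction (0.804). Both calls were lost with an estimated correlation (adjusted p = 0.39 for each).

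The comparison of iE4/Cre+ with iE4/Cre- asked what liver apoE4 does to the brain transcriptome. No gene passed the threshold in limma. The genes nearest to it differed by small amounts. Abi3bp, an extracellular matrix-binding protein gene, was 0.43 ± 0.10 higher and Acer2, an alkaline ceramidase gene, 0.71 ± 0.19 higher (SE, n = 8), each above the control median in 8 of 8 libraries (adjusted p = 1). Also higher without passing were Fgd6 (0.29), Lsmem1 (0.57) and Ccdc171 (0.45). Ccbe1, a lymphatic growth factor cofactor, was at -0.58 ± 0.14, the cilia genes Cfap54 and Cfap52 at -0.86 ± 0.21 and -0.52 ± 0.14, the adhesion gene Sdk2 at -0.26 ± 0.07 and the postsynaptic scaffold gene Homer3 at -0.19 ± 0.05 (adjusted p = 1 for each).

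Of the 18343 genes, 0 passed in iE4. An unadjusted p under 0.05 was reached by 521 genes (250 higher, 271 lower), against 917 expected by chance. The 95% interval lay within 2-fold for 98.3% of genes and within 1.5-fold for 91.9%. The count was also 0 within extraction batch C (6 and 5 libraries), batch D (2 and 3), and each harvest batch.

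Vascular and activity-related genes stood higher as groups in iE4/Cre+ by camera. The endothelial list averaged 0.13 higher, with 25 of 26 members positive and none passing alone (adjusted p = 1.93e-07). With an estimated correlation the call was lost (adjusted p = 0.591 with an estimated correlation). Its nearest members were Ly6c1 (0.17 ± 0.09), the VEGF receptor genes Kdr (0.30 ± 0.15) and Flt1 (0.23 ± 0.12, and 0.13 with litter as a block), and Ly6a (0.22 ± 0.12). Immediate early genes, transcribed within minutes of neuronal firing, averaged 0.33 higher with 16 of 18 positive (adjusted p = 3.71e-06; adjusted p = 0.591 with an estimated correlation), including Fos (0.86 ± 0.43), Egr2 (0.83 ± 0.39), Arc (0.78 ± 0.39) and Egr1 (0.46 ± 0.22). The mean of the immediate early genes was 5.34 ± 0.22 against 5.02 ± 0.55 (SD, n = 8; exact permutation p = 0.143, adjusted p = 0.936). The endothelial mean differed by 0.13 with SDs of 0.22 and 0.21 (n = 8; exact permutation p = 0.26, adjusted p = 0.936). Within extraction batch C the endothelial list was 0.09 higher (camera, adjusted p = 5.07e-06) and within D 0.03 higher (0.311). The immediate early genes were 0.71 higher in C (2.81e-21) and 0.39 lower in D (-0.385, adjusted p = 9.24e-14). Within harvest batches 1 and 2 the endothelial list differed by 0.08 (0.00117) and -0.06 (0.0816), and the immediate early genes by 0.77 and -0.23 (0.000365).

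Blood cell genes averaged 0.49 higher in iE4/Cre+ with 10 of 12 positive (adjusted p = 0.0201), among them the hemoglobin gene Hbb-bt (1.06 ± 0.64) and the heme synthesis gene Alas2 (0.87 ± 0.53), each above the control median in 8 of 8 libraries. With litter as a block Hbb-bt was 0.68 ± 0.77 higher, Alas2 0.54 ± 0.72 and the blood cell list 0.34 (camera, adjusted p = 0.0179). Angiogenesis and hypoxia genes averaged 0.09 higher with 12 of 17 positive (adjusted p = 0.0281), with Adm, a vasodilator peptide gene, at 0.38 ± 0.18. Both calls were lost with an estimated correlation (adjusted p = 0.591 for each). Oligodendrocyte precursor genes averaged -0.08 with 13 of 13 negative (adjusted p = 0.00623; adjusted p = 0.591 with an estimated correlation), led by the lineage factor gene Olig1 (-0.16 ± 0.06, and -0.05 with litter as a block). Oligodendrocyte and myelin genes averaged -0.05 with 16 of 20 negative (adjusted p = 0.0212; adjusted p = 0.848 with an estimated correlation), as in Mbp (-0.10 ± 0.05) and Bcas1 (-0.14 ± 0.06). With litter as a block Mbp was at -0.05 and Bcas1 at -0.10. The myelin value was 0.01 within batch C (adjusted p = 0.842) and -0.19 within D (7.6e-08), and the angiogenesis and hypoxia value 0.10 (0.101) and -0.02 (0.754). The blood cell value was 0.43 within C (0.00479) and 0.46 within D (0.0106), and the precursor value -0.09 (0.00563) and -0.06 (0.0777). Within harvest batches 1 and 2 the angiogenesis and hypoxia genes differed by 0.11 (0.239) and -0.06 (0.277), the precursor genes by -0.11 (0.00627) and -0.05 (0.0763), the blood cell genes by 0.53 (0.00627) and 0.26 (0.154) and the myelin genes by -0.04 (0.772) and -0.11 (0.000344). Under the litter block, angiogenesis and hypoxia (0.06, adjusted p = 0.23), precursor (-0.02, 0.507) and myelin genes (0.05, 0.365) did not pass, and with extraction batch D left out blood cell (0.43, 0.0917), angiogenesis and hypoxia (0.10, 0.0642) and myelin genes (0.01, 0.924) did not. When each of the 32 libraries was left out in turn, the blood cell call held in 29 fits (highest adjusted p = 0.0859, without iE4/Cre+ replicate 3) and that of angiogenesis and hypoxia in 26 (0.125, without the same library). The precursor call held in 30 (0.0729, without iE4/Cre+ replicate 7) and the myelin call in 27 (0.51, without the same library). Every loss of these calls came from leaving out an iE4 library, as fits without an iE3 library keep the iE4 difference. No member of these lists passed adjusted over the list alone, and the other 27 lists had adjusted p from 0.0523 to 0.922.

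The comparison of iE3/Cre+ with iE3/Cre- asked the same of liver apoE3. Again no gene passed in limma. Gpr55, a receptor for lysophosphatidylinositol on chromosome 1 (85938318 to 85961007), was nearest, at 0.68 ± 0.37 against -0.22 ± 0.43 (SD, n = 8), a difference of 0.89 ± 0.16 (SE, adjusted p = 0.0931), and higher in 8 of 8 libraries than the control median. BC035947, on the same chromosome (78497026 to 78512158), stood 0.96 ± 0.21 higher (adjusted p = 0.116). Litter as a block gave 0.43 ± 0.19 (adjusted p = 0.994) and 0.54 ± 0.25 (0.997). In the 3 litters that held both Cre states Gpr55 differed by 0.10, 0.03 and 1.15, and BC035947 by 0.33, 0.79 and 0.50. Ssr1 of the endoplasmic reticulum translocon (0.15, adjusted p = 0.241), the antisense RNA Sp3os (0.22, adjusted p = 0.261) and Samd14 (0.18, adjusted p = 0.261) were also higher without passing. The potassium channel gene Kcnh7 (-0.23 ± 0.05), the muscarinic receptor gene Chrm3 (-0.16 ± 0.03), the immune receptor cofactor gene Ly86 (-0.49), Tmem132d (-0.25) and the cardiolipin acyltransferase gene Lclat1 (-0.17) were lower without passing (adjusted p = 0.115 for each).

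In iE3, 0 of 18343 genes passed and 1444 had an unadjusted p under 0.05 (680 higher, 764 lower) against 917 expected. Within extraction batches A and B and within each harvest batch the count was also 0. The 95% interval lay within 2-fold for 98.1% of genes and within 1.5-fold for 91.4%. With library weights, which gave the lowest weight (0.27) to iE3/Cre+ replicate 8, 34 genes passed, of which 13 were alpha protocadherins, and without iE3/Cre- replicate 4 7 genes passed.

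Thalamic region markers averaged 0.34 higher in iE3/Cre+, positive in 12 of 12 genes (camera, adjusted p = 1.03e-05; adjusted p = 0.493 with an estimated correlation). None of the 12 passed over all genes and 6 rose when adjusted over the list alone, with Prkcd, a protein kinase C gene, at 0.91 ± 0.32 and the Wnt pathway factor gene Tcf7l2 at 0.65 ± 0.25. The thalamic mean was 3.88 ± 0.29 against 3.55 ± 0.25 (SD, n = 8; exact permutation p = 0.0306, adjusted p = 0.318). It was 0.53 higher within extraction batch A (camera, adjusted p = 8.58e-12) and 0.07 within B (0.531), and 0.48 within harvest batch 1 (4.93e-10) and 0.025 within batch 2 (0.821). Striatal markers averaged 0.11 higher with 13 of 14 positive (adjusted p = 0.00391; adjusted p = 0.945 with an estimated correlation), including the homeobox gene Six3 (0.32 ± 0.12). Their difference was 0.13 within extraction batch A (1.74e-05) and 0.075 within B (0.438), and 0.17 within harvest batch 1 (2.07e-06) and -0.05 within batch 2 (0.344). Litter as a block gave 0.25 (8.4e-14). Excitatory neuron genes averaged -0.06 with 14 of 18 negative (adjusted p = 0.00372; adjusted p = 0.0578 with an estimated correlation), and 1 fell when adjusted over the list alone. Its members included the kinase gene Camk2a (-0.15 ± 0.06, adjusted p = 0.505) and Tbr1 (-0.10 ± 0.04, adjusted p = 0.501). The excitatory mean was 6.43 ± 0.04 against 6.49 ± 0.02 (SD, n = 8; exact permutation p = 0.00249, adjusted p = 0.0821), below the control median in all but 1 library. The difference was -0.05 within batch A (0.0122) and -0.08 within B (0.0355). Synapse genes averaged -0.04 with 20 of 24 negative (adjusted p = 0.00102; adjusted p = 0.356 with an estimated correlation), and 1 fell when adjusted over the list alone. The presynaptic scaffold genes Pclo and Bsn were at -0.17 ± 0.07 and -0.16 ± 0.07 (adjusted p = 0.516 and 0.571). The synapse difference was -0.045 within extraction batch A (0.000574) and -0.04 within B (0.166).

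Ribosomal protein genes averaged 0.04 higher with 23 of 28 positive (adjusted p = 0.000203; adjusted p = 0.798 with an estimated correlation), and oxidative phosphorylation genes 0.03 higher with 20 of 26 positive (adjusted p = 0.0119; adjusted p = 0.945 with an estimated correlation). The ribosomal difference was 0.01 (0.246) and 0.10 (0.000172) within harvest batches 1 and 2, and that of oxidative phosphorylation 0.01 (0.311) and 0.07 (0.00905). With litter as a block they were 0.01 (adjusted p = 0.448) and -0.001 (0.523). Without iE3/Cre+ replicate 8 the adjusted p-values were 0.267 and 0.368, and that of oxidative phosphorylation was 0.0508 without iE3/Cre- replicate 7. That of the striatal markers was 0.148 without iE3/Cre- replicate 6 and 0.0503 without iE3/Cre+ replicate 6. The other 27 lists had adjusted p from 0.0534 to 0.997.

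**Figure D2:**
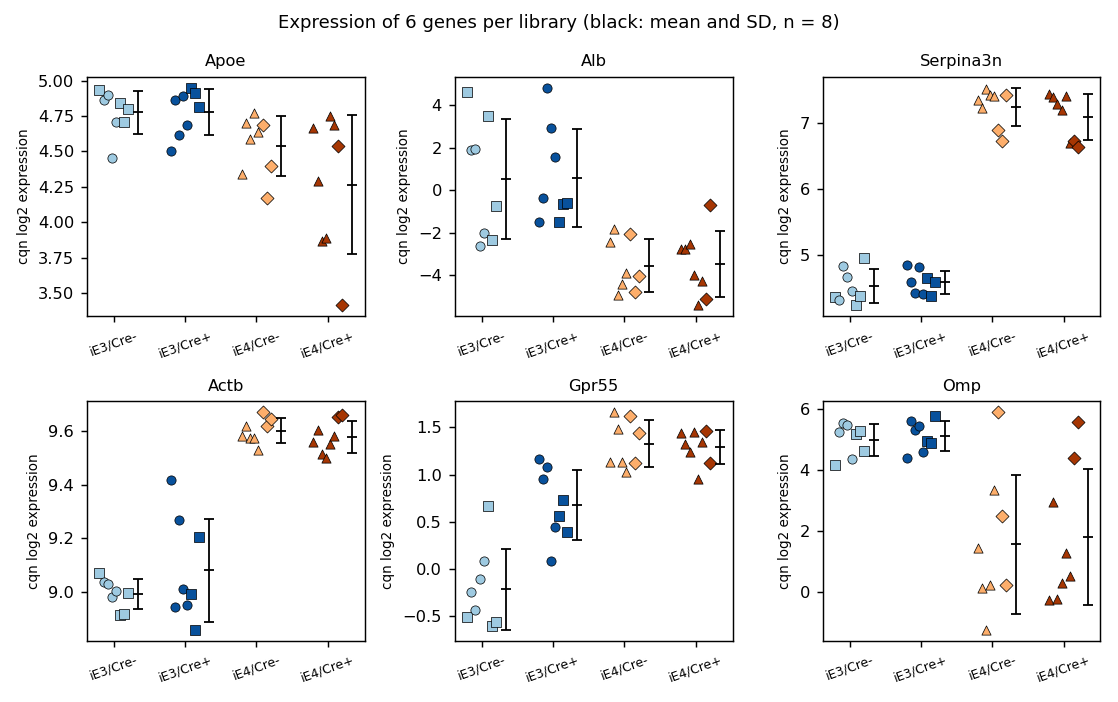
Log2 expression of Apoe, Alb, Serpina3n, Actb, Gpr55 and Omp in each library of the 4 groups, with the group mean and SD (n = 8). Serpina3n lies between 4.23 and 4.95 in the iE3 libraries and between 6.63 and 7.51 in the iE4 libraries, whatever the Cre state.

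The comparison of iE4/Cre+ with iE3/Cre+ set the liver-expressed isoforms against each other. Serpina3n, a serine protease inhibitor gene induced in reactive astrocytes (ENSMUSG00000021091, chromosome 12, 104406729 to 104414329), was 5.69-fold higher in iE4/Cre+, at 7.09 ± 0.35 against 4.58 ± 0.18 (SD, n = 8; 2.51 ± 0.13 (SE), adjusted p = 6.88e-15 in limma), with no overlap of the groups. The axonemal dynein gene Dnah6 (2.72 ± 0.21, adjusted p = 8.44e-11), the mucin gene Muc3a (1.82 ± 0.12, 2e-12) and the meiotic cohesin gene Rec8 (3.29 ± 0.63, 0.00105) also rose. Further genes that rose were Erich5 (1.75), Nkx2-9 (1.72), Rtp1 (1.40), Mcmdc2 (1.38), Hjurp (1.33), Rgs22 (1.28), Eno1b (1.26) and Ptprh (1.16). The olfactory sensory neuron genes S100a5 (-4.21 ± 1.01, adjusted p = 0.00749) and Omp (-3.32 ± 0.77, 0.00594) fell. Eomes (-2.82), Doc2g (-2.14) and Scgn (-2.08), which are expressed in neurons of the olfactory bulb, also fell. Pttg1, the securin gene (-3.50 ± 1.01, 0.0263), Ms4a15 (-3.01), the immunoglobulin gene Ighg2c (-2.63), Cthrc1 (-2.37), the methyltransferase gene Inmt (-2.29), X-linked Frmd7 (-2.22) and the potassium channel gene Kcnk15 (-2.11) fell as well. With olfactory and choroid plexus marker means as covariates, S100a5 was at 0.14, Omp at 0.11, Ms4a15 at 0.38, Eomes at 0.00 and Scgn at 0.00. Of the 83 genes named for this comparison those covariates left 25 unchanged, while 49 lost the call, 6 reversed and 3 gained it. With extraction batch D left out Pttg1 and Ptprh did not pass.

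In all, 1489 genes passed (8.12%; 745 higher, 744 lower), of which 108 differed by over 2-fold and 1242 by under 1.5-fold. Unnamed or predicted genes made up 202 of the higher and 78 of the lower calls. Within harvest batch 1 (6 and 5 libraries) 667 genes passed and 100% of the 1489 kept their sign, and within harvest batch 2 (2 and 3 libraries) 3 passed and 98.2% kept it. The same libraries had selected the 1489 genes, so a kept sign is favoured by the selection and is no independent check. With those olfactory and choroid plexus covariates 545 genes passed, 361 of them among the 1489, and with litter as a random effect 1066, of which 1065 were. Extraction batch cannot be told apart from the line, since no batch held both lines.

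Striatal neuron markers were higher. Their mean was 6.13 ± 0.16 in iE4/Cre+ against 5.84 ± 0.12 in iE3/Cre+ (SD, n = 8), 0.29 higher and above the iE3/Cre+ median in 8 of 8 libraries (exact permutation p = 0.000311, adjusted p = 0.0103). The permutations of list means shuffled single libraries, so whether a pass holds between whole litters was not tested. Of the 14 genes 8 rose over all genes and 13 adjusted over the list alone, among them the neuropeptide gene Tac1 (0.45 ± 0.10), the dopamine receptor gene Drd1 (0.34 ± 0.07) and Six3 (0.53 ± 0.12). Camera gave an adjusted p of 1.77e-08 (adjusted p = 0.594 with an estimated correlation), and the difference was 0.23 and 0.44 within harvest batches 1 and 2. Excitatory neuron genes averaged 0.09 higher (6.53 ± 0.04 against 6.43 ± 0.04, SD, n = 8; exact permutation p = 0.00155, adjusted p = 0.0256), above the iE3/Cre+ median in 7 of 8 libraries. Of the 18 genes 3 rose, the cortical factor genes Tbr1 (0.15 ± 0.04) and Neurod2 (0.18 ± 0.05) and the kinase gene Camk2a (0.24 ± 0.06), and 4 rose adjusted over the list alone (camera, adjusted p = 0.00219; adjusted p = 0.0646 with an estimated correlation). Glucocorticoid response genes averaged 0.39 higher with 0 of 15 passing alone (adjusted p = 0.00153; adjusted p = 0.627 with an estimated correlation), the nearest being Errfi1 (0.37) and Sgk1 (0.51). The excitatory difference was 0.10 (0.00277) and 0.065 (0.101) within harvest batches 1 and 2, and the glucocorticoid one 0.20 (0.0703) and 0.73 (2e-10).

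Microglial genes averaged -0.24, with the microglial identity factor gene Sall1 (-0.59 ± 0.11), the lipid receptor gene Trem2 (-0.42 ± 0.10) and the cathepsin gene Ctss (-0.35 ± 0.09) falling over all genes. Of the 20 genes 8 fell adjusted over the list alone (camera, adjusted p = 8.62e-06; adjusted p = 0.616 with an estimated correlation). The microglial mean was below the iE3/Cre+ median in 8 of 8 libraries (5.13 ± 0.19 against 5.37 ± 0.11, SD; exact permutation p = 0.00637, adjusted p = 0.0526). The difference was -0.19 and -0.35 within harvest batches 1 and 2. Genes of disease-associated microglia averaged -0.16, where 5 of 20 fell over all genes and 6 adjusted over the list alone, including Spp1 (-0.49 ± 0.10) and Cd9 (-0.32 ± 0.07; list adjusted p = 0.00214; adjusted p = 0.616 with an estimated correlation). Vessel-associated lists were lower too. Pericyte and smooth muscle genes averaged -0.20 (adjusted p = 0.00153; 0 fell, 4 adjusted over the list alone) and endothelial genes -0.10 (0.0147; 1 fell, Itm2a, -0.26). Also lower were basement membrane and extracellular matrix genes (-0.13, adjusted p = 0.0227; Mmp14, -0.40, and Nid1, -0.33, fell) and meningeal fibroblast genes (-0.21, 0.0166; Dcn, -0.43, fell). With an estimated correlation these had an adjusted p = 0.616, 0.682, 0.616 and 0.68. The 2 iE4/Cre+ libraries of extraction batch D stood apart, with endothelial means of 4.1 and 4.19 against 4.58 to 4.68 in batch C and 4.55 to 4.64 in iE3/Cre+. Their pericyte means were 2.86 and 3.04, against 3.31 ± 0.13 (SD, n = 6) in batch C. With batch D left out, the endothelial (0.02, adjusted p = 0.945), pericyte (-0.105, 0.128), matrix (-0.07, 0.276) and meningeal values (-0.06, 0.607) did not pass. Within harvest batches 1 and 2 the endothelial difference was 0.01 (0.924) and -0.44, the pericyte one -0.12 (0.0418) and -0.45, the matrix one -0.10 (0.0555) and -0.26, the meningeal one -0.10 (0.319) and -0.61 and that of disease-associated microglia -0.10 (0.0555) and -0.30. Endothelial, matrix and meningeal calls were lost without iE4/Cre+ replicate 7 (adjusted p = 0.256, 0.103 and 0.218) and without iE4/Cre+ replicate 8 (0.149, 0.0669 and 0.0669), and the meningeal one also without iE3/Cre+ replicate 4 (0.0519).

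Inhibitory neuron genes moved apart. Dlx1 (-0.69 ± 0.12) and the calretinin gene Calb2 (-1.10 ± 0.23), which are expressed in olfactory bulb interneurons, were among 6 of 17 that fell. Lhx6, a factor of cortical interneurons, rose (0.26 ± 0.06; list mean -0.18, adjusted p = 0.0378; adjusted p = 0.616 with an estimated correlation). The list mean was 0.01 with olfactory and choroid plexus marker means as covariates (adjusted p = 0.768), and -0.24 (6.66e-05) and 0.02 (0.925) within harvest batches 1 and 2. The call held in 25 of 32 fits with a library left out (highest adjusted p = 0.0786, without iE3/Cre+ replicate 5). Oxidative phosphorylation genes averaged -0.07 with 4 of 26 falling, led by Cox6c (-0.26; adjusted p = 3e-05; adjusted p = 0.616 with an estimated correlation). Ribosomal protein genes averaged -0.05 with 2 of 28 falling, Rpl3 (-0.35) and Rps14 (-0.12; adjusted p = 0.00161; adjusted p = 0.627 with an estimated correlation). Astrocyte genes averaged -0.08 with Ntsr2 (-0.26) and Mlc1 (-0.17) falling (adjusted p = 0.0123; adjusted p = 0.627 with an estimated correlation). Choroid plexus and ependyma genes averaged -0.48 with Mia (-0.77) falling (adjusted p = 0.0123; adjusted p = 0.627 with an estimated correlation), and inflammatory genes -0.17 with 0 of 15 falling (adjusted p = 0.0472; adjusted p = 0.616 with an estimated correlation). Within harvest batches 1 and 2 ribosomal genes differed by -0.01 (0.461) and -0.12, astrocyte genes by -0.04 (0.075) and -0.21, choroid plexus genes by -0.36 (0.0941) and -0.97 and inflammatory genes by -0.05 (0.55) and -0.46. With batch D left out none of these 4 passed (adjusted p = 0.0503, 0.486, 0.27 and 0.481), nor did Rps14, Vim and Mme. The astrocyte and choroid plexus calls were lost without iE4/Cre+ replicate 7 (0.103 and 0.0576) or 8 (0.0669 and 0.0582), the ribosomal one without iE3/Cre+ replicate 8 (0.0868), and the inflammatory one held in 25 of 32 fits (highest 0.257, without iE4/Cre+ replicate 7). The reactive astrocyte list did not pass (mean 0.03, median -0.10, adjusted p = 0.448), and within it Serpina3n rose while Hspb1 (-0.63) and Vim (-0.26) fell. The other 18 lists had adjusted p from 0.0759 to 0.999, and among their members the tight junction gene Jam2 (-0.34), the sterol synthesis gene Cyp51 (-0.27), the amyloid-degrading peptidase gene Mme (0.29) and the insulin signalling gene Irs2 (0.44) passed.

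**Figure D3:**
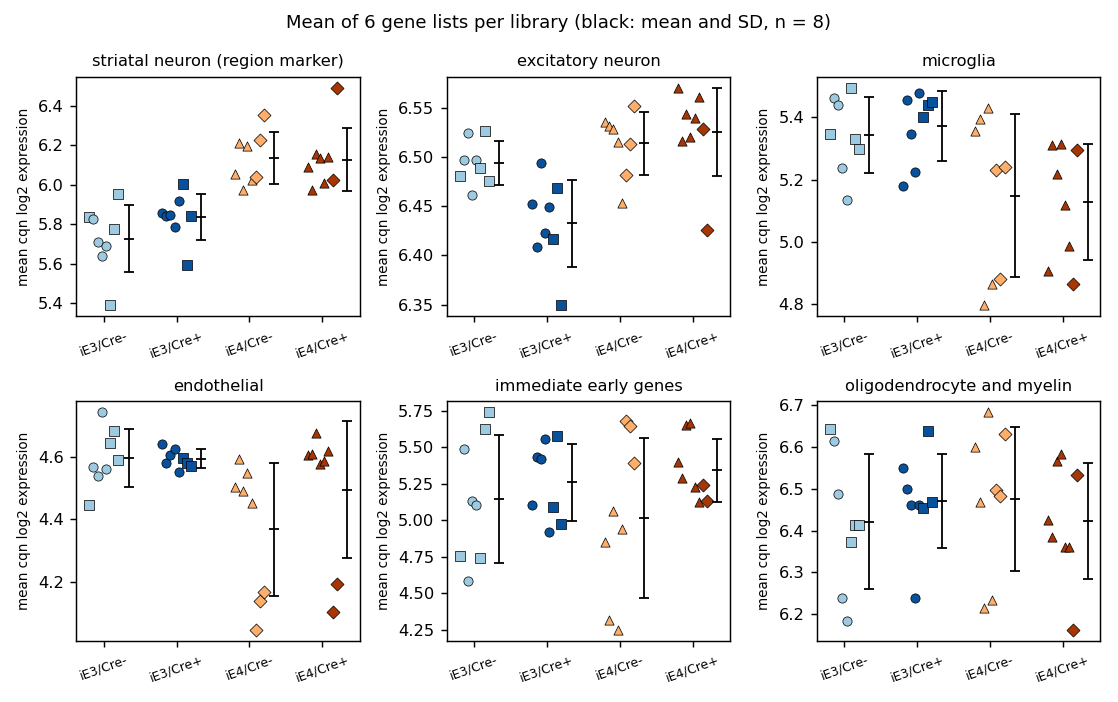
Mean log2 expression of the striatal, excitatory neuron, microglia, endothelial, immediate early and oligodendrocyte lists in each library, with the group mean and SD (n = 8). The striatal means are 5.73 ± 0.17 and 5.84 ± 0.12 in iE3/Cre- and iE3/Cre+ and 6.13 ± 0.13 and 6.13 ± 0.16 in iE4/Cre- and iE4/Cre+.

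The comparison of iE4/Cre- with iE3/Cre- measured the lines where Cre, and with it the human transgene product, was not to be present. Serpina3n was again far higher in iE4, at 7.24 ± 0.28 against 4.52 ± 0.26 (SD, n = 8; 2.72 ± 0.13 (SE), adjusted p = 6.41e-16 in limma). The hypothalamic hormone genes Oxt (3.54 ± 0.80, adjusted p = 0.00306) and Avp (2.56 ± 0.73, 0.0182) rose, as did Rec8 (8.68-fold, 0.00104) and the homeobox gene Shox2 (2.76 ± 0.83, 0.0243). Pttg1 (-4.38 ± 1.01, adjusted p = 0.00356), S100a5 (-4.22 ± 1.01, 0.00509), Ms4a15 (-4.14 ± 0.82, 0.000845), Omp (-3.43 ± 0.77, 0.00294) and Eomes (-3.34 ± 0.64, 0.000591) fell. With olfactory and choroid plexus marker means as covariates S100a5 was at 0.86 and Omp at 0.54. Of the 90 genes named here they left 42 unchanged, while 44 lost the call, 3 reversed and 1 gained it. With extraction batch D left out Shox2 did not pass. Actb, the cytoskeletal actin gene often used as a reference, was at 8.99 ± 0.06 and 9.08 ± 0.19 in iE3/Cre- and iE3/Cre+ and at 9.60 ± 0.05 and 9.58 ± 0.06 in iE4/Cre- and iE4/Cre+, while Gapdh was at 8.20 ± 0.03, 8.24 ± 0.06, 8.20 ± 0.07 and 8.22 ± 0.03.

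In all, 2324 genes passed (12.67%; 1217 higher, 1107 lower), 126 by over 2-fold and 1979 by under 1.5-fold; 221 of the higher and 142 of the lower had no established name. Within harvest batch 1 (4 and 6 libraries) 1337 genes passed and 99.9% kept their sign, and within batch 2 (4 and 2) 57 passed and 98.9% kept it. Here too the selection of the 2324 genes on these libraries favours a kept sign. With extraction batch as a covariate the count was 1249 when batches A and C were the reference, of which 1082 were among the 2324. With the olfactory and choroid plexus covariates it was 1541 (918 among the 2324), and with litter as a random effect 1733 (1722 among them).

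Of the 1489 genes called between the Cre-positive groups, 831 (55.8%) were called in the same direction between the Cre-negative groups, 374 higher and 457 lower, and 0 in the opposite direction, where lists drawn independently would share 49.4 and 44.9. The comparisons share no libraries, but 3 litters of each line held both Cre states. Both also set extraction batches A and B against C and D. The lists are therefore not independent, and the expected numbers do not allow for the shared litters and batches. The sign was shared for 1438 (96.6%), and the log2 differences correlated across genes with r = 0.72 and rho = 0.545; genes are not independent replicates. Of the 658 not called between the Cre-negative groups, 253 had an unadjusted p under 0.05 with the same sign, and 0 of the 1489 passed the interaction in limma, where 144 of the 658 had an unadjusted p under 0.05.

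**Figure D4:**
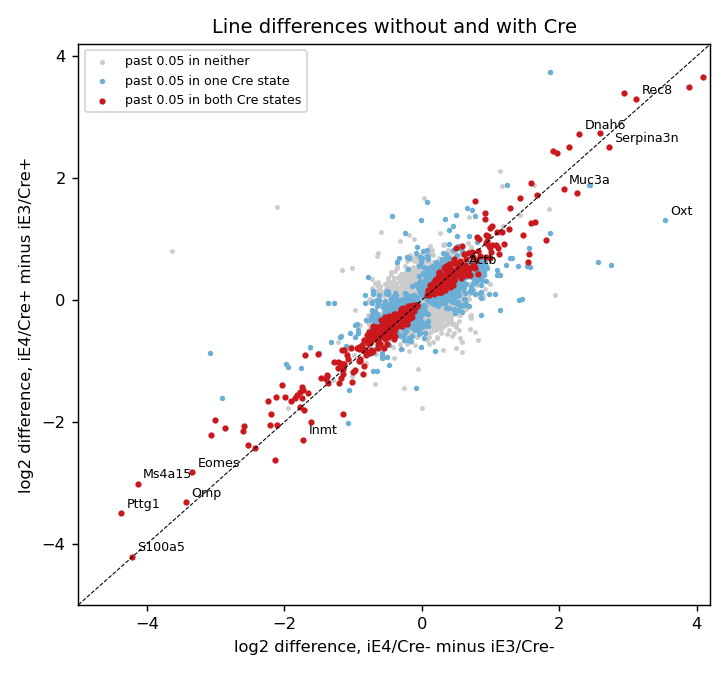
Each point is a gene, with the log2 difference of iE4/Cre- from iE3/Cre- against that of iE4/Cre+ from iE3/Cre+ (r = 0.72 across 18343 genes). The 831 genes past the threshold in both, in red, lie on the same side of 0 in both comparisons.

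Striatal markers were 0.41 higher in iE4/Cre- (6.13 ± 0.13 against 5.73 ± 0.17, SD, n = 8; exact permutation p = 0.000155, adjusted p = 0.00513). Again single libraries were shuffled, and whole-litter splits of list means were not run. Of the 14 genes 13 rose over all genes and 14 adjusted over the list alone. Isl1 (0.86 ± 0.16), Six3 (0.78 ± 0.12) and Gpr6 (0.59 ± 0.10) were among them (camera, adjusted p = 2.63e-12; adjusted p = 0.43 with an estimated correlation), and the difference was 0.43 and 0.30 within harvest batches 1 and 2. Oligodendrocyte and myelin genes averaged 0.06 higher with 3 of 20 rising and 5 adjusted over the list alone, led by the myelin factor gene Myrf (0.31; adjusted p = 0.0474; adjusted p = 0.711 with an estimated correlation). The call held in 18 of 32 fits with a library left out (highest adjusted p = 0.198, without iE3/Cre- replicate 5), and the difference was 0.07 (0.238) and 0.05 (0.0891) within harvest batches 1 and 2 and 0.02 with batch D left out (0.299). Glucocorticoid response genes averaged 0.35 higher with 0 rising, the nearest being Arrdc2 (0.85) and Fkbp5 (0.58; adjusted p = 0.0166; adjusted p = 0.711 with an estimated correlation). Their difference was -0.04 within harvest batch 1 (0.788) and 0.74 within batch 2 (6.83e-12), and 0.18 with batch D left out (0.351). This call held in 28 of 32 fits (highest 0.119, without iE4/Cre- replicate 5).

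Vascular lists were lower in iE4/Cre-, where the 3 libraries of extraction batch D stood apart. Their endothelial means lay between 4.05 and 4.17, against 4.45 to 4.59 in batch C and 4.45 to 4.74 in iE3/Cre-, and their pericyte means were 2.90 ± 0.09 (SD, n = 3) against 3.3 ± 0.13 (n = 5) in batch C. Over all libraries endothelial genes averaged -0.23 with 8 of 26 falling over all genes, and 18 falling and 1 rising adjusted over the list alone. Among them were the junction gene Pecam1 (-0.35 ± 0.11), Adgrl4 (-0.41 ± 0.13), Erg (-0.31 ± 0.10) and the amino acid transporter gene Slc7a5 (-0.21 ± 0.07; camera, adjusted p = 2.03e-06; adjusted p = 0.675 with an estimated correlation). The endothelial mean was below the iE3/Cre- median in all but 1 library (exact permutation p = 0.0106, adjusted p = 0.0697), and the difference was -0.05 within harvest batch 1 (0.253) and -0.43 within batch 2, and -0.08 with batch D left out (0.0244). Pericyte genes averaged -0.24 with 4 of 17 falling, led by Rgs5 (-0.38; adjusted p = 0.000673; adjusted p = 0.675 with an estimated correlation), at -0.04 within harvest batch 1 (0.734) and -0.47 within batch 2, and at -0.09 with batch D left out (0.192). Pecam1, Adgrl4, Erg, Slc7a5 and Rgs5 did not pass with batch D left out. Microglial genes averaged -0.19 with 3 of 20 falling and 7 adjusted over the list alone, including Sall1 (-0.65) and Tyrobp (-0.40; adjusted p = 0.00225; adjusted p = 0.686 with an estimated correlation). The difference was -0.11 within harvest batch 1 (0.174) and -0.26 within batch 2. The microglial mean was 5.15 ± 0.26 against 5.34 ± 0.12 (SD, n = 8; exact permutation p = 0.0842, adjusted p = 0.193). It was lowest in iE4/Cre- replicates 3, 5 and 7, at 4.8, 4.86 and 4.88. The other iE4/Cre- libraries lay between 5.23 and 5.43, within the iE3/Cre- range of 5.14 to 5.49. The lower list mean thus came from replicates 3, 5 and 7. Disease-associated microglial genes averaged -0.13 with 4 of 20 falling and 7 adjusted over the list alone, led by Spp1 (-0.47; adjusted p = 0.0123; adjusted p = 0.675 with an estimated correlation), at -0.16 within harvest batch 1 (0.031) and -0.07 within batch 2 (0.0781).

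Meningeal genes averaged -0.24 with 2 of 17 falling (Aldh1a2, -0.54, and Dcn, -0.37), inflammatory genes -0.21 with 2 of 15 (Icam1, -0.73, and Cxcl16, -0.48) and complement genes -0.14 with 2, among them C3ar1 (-0.54). Their adjusted p-values were 0.0119, 0.0239 and 0.0387 by camera, and adjusted p = 0.686, 0.675 and 0.675 with an estimated correlation; without iE4/Cre- replicate 7 they were 0.103, 0.0868 and 0.0918, and with batch D left out 0.661, 0.0943 and 0.0845. The complement call held in 27 of 32 fits with a library left out. Within harvest batches 1 and 2 the meningeal difference was -0.04 (0.788) and -0.43 (0.00028), the inflammatory one -0.16 (0.253) and -0.25 (0.033) and the complement one -0.11 (0.238) and -0.20 (0.0254). Aldh1a2, Dcn and Cxcl16 did not pass with batch D left out. Oxidative phosphorylation genes averaged -0.05 with 3 of 26 falling (Cox6c, -0.27; adjusted p = 0.0148; adjusted p = 0.686 with an estimated correlation), and synapse genes -0.05 with 3 of 24 falling (Syt1, -0.15) and Cplx2 rising (0.12; adjusted p = 0.0166; adjusted p = 0.675 with an estimated correlation). Oxidative phosphorylation differed by -0.10 (2.59e-07) and 0.03 (0.609) within harvest batches 1 and 2, and its call was lost without iE4/Cre- replicate 2 (0.0638). Synapse genes differed by -0.005 (0.733) and -0.11 (4.43e-06), and by -0.03 with batch D left out (0.158). The other 21 lists had adjusted p from 0.0669 to 0.915. Among their members the growth factor gene Igf1 (-0.52), the water channel gene Aqp1 (-1.97) of choroid plexus, the ependymal gene Ccdc153 (0.69) and the glycolysis gene Eno1 (-0.42) passed; Eno1 and the near-identical Eno1b share reads, so their levels are uncertain.

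The interaction asked whether the Cre difference was unlike in the lines. No gene passed in limma (0 of 18343, with 1172 at an unadjusted p under 0.05 against 917 expected, and a smallest adjusted p of 0.502). Kcnh7 was nearest (0.32 ± 0.07 (SE, n = 8 per group), adjusted p = 0.502), followed by the protocadherin genes Pcdha1 (0.20) and Pcdha4 (0.19), Zfp551 (0.38) and Camk2a (0.32), and in the other direction Gpr55 (-0.93 ± 0.23, and -0.46 with litter as a block), Homer3 (-0.31), the kainate receptor gene Grik4 (-0.26), Sp3os (-0.29) and Col6a3 (-0.71; adjusted p = 0.671 for each). The 95% interval of the interaction lay within 2-fold for 94.6% of genes. Across genes the Cre differences of iE4 and iE3 correlated with r = -0.0851 and rho = -0.103 (covariance -0.00136), and 45.6% of genes had the same sign; with no filter on expression r was 0.146.

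By camera the Cre difference of iE4 exceeded that of iE3 for endothelial (0.13, adjusted p = 0.00474), excitatory neuron (0.07, 0.00856) and synapse genes (0.05, 0.00474). It was below that of iE3 for oligodendrocyte and myelin (-0.10, 0.00474), thalamic (-0.29, 0.00932), striatal (-0.12, 0.0282), ribosomal (-0.04, 0.00474) and choroid plexus genes (-0.14, 0.0444). With an estimated correlation none of the 8 passed, with adjusted p = 0.121 for excitatory neuron genes, 0.567 for synapse genes and 0.951 for the others. The excitatory difference came with Tbr1 at 0.10 ± 0.05 and had an exact permutation p = 0.0109 (adjusted p = 0.36, n = 8 per group). Of the 32 fits with a library left out, the choroid plexus call held in 17 (highest adjusted p = 0.335, without iE4/Cre- replicate 4), the striatal one in 20 (0.222, without iE3/Cre- replicate 6) and the thalamic one in 27 (0.0922, without iE4/Cre+ replicate 8). The ribosomal call was lost without iE3/Cre+ replicate 8 (0.274), the endothelial one without iE4/Cre- replicate 6 (0.0789) and the myelin one without iE4/Cre+ replicate 7 (0.0822). With litter as a block, myelin (-0.01, adjusted p = 0.118), ribosomal (-0.01, 0.527) and choroid plexus genes (0.37, 0.898) did not pass. With batch D left out, myelin (-0.04, 0.313), synapse (0.04, 0.0606), thalamic (-0.11, 0.598) and choroid plexus genes (0.475; mean 0.15, with the test on the lower side) did not. The other 25 lists had adjusted p from 0.152 to 0.976.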

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

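The tests of neighbouring genes, of the olfactory and choroid plexus covariates, of albumin with liver genes and with harvest batch, of the list means, of whole-litter splits and of the correlation between the Cre differences were chosen after the results were seen; the tests of extraction batch, of albumin with hemoglobin, of the hemoglobin covariate and of other splits were not.

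In 15 of 224 groups of values tested, a library stood apart from the rest of its group. Its gap to the nearest library, as a share of the group's range, was above Dixon's 95% critical value; chance gives about 1 in 20, or 11. Among genes these were Ccdc171 in iE4/Cre+ replicate 3 (gap 0.607; 0.09 against a median of 1.09), Sdk2 in iE4/Cre+ replicate 7 (0.558; 3.29 against 2.82), Erich5 in iE4/Cre+ replicate 8 (0.622; 0.13 against 2.1), Shox2 in iE4/Cre- replicate 2 (0.783; -2.21 against 2.02), Camk2a in iE4/Cre- replicate 1 (0.576; 10.56 against 10.25) and Pttg1 in iE3/Cre+ replicate 8 (0.545; 5.35 against 5.12). Kcnh7 (0.635; 5.26 against 5.52) and Apoe (0.527; 4.45 against 4.84) were low in iE3/Cre- replicate 4. Among list means, iE3/Cre+ replicate 8 was highest for ribosomal (0.745; 7.80 against 7.57), oxidative phosphorylation (0.562; 8.08 against 7.92) and inflammatory genes (0.606; 2.67 against 2.30). In iE4/Cre+ replicate 8 excitatory neuron genes were lowest (0.627; 6.43 against 6.54) and striatal markers highest (0.651; 6.49 against 6.09). Matrix genes were lowest in iE3/Cre+ replicate 6 (0.562; 3.32 against 3.48) and complement genes in iE4/Cre- replicate 7 (0.554; 3.17 against 3.39). In all, 4 of the 15 fell in iE3/Cre+ replicate 8 and 3 in iE4/Cre+ replicate 8.

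The Cre difference was unlike in iE4 and iE3 by the camera interaction for endothelial (adjusted p = 0.00474), oligodendrocyte and myelin (0.00474), excitatory neuron (0.00856), synapse (0.00474), striatal (0.0282), thalamic (0.00932), ribosomal (0.00474) and choroid plexus genes (0.0444). With an estimated correlation in camera none of the 8 passed (smallest adjusted p = 0.121). For the 8 lists together chance is not excluded, because 66 of 100 splits of the libraries gave at least 8 lists, and the highest other split gave 17. No gene passed the interaction, and since every split gives at least 0 (100 of 100, highest other 1) that count cannot test chance, while 18 of 100 splits gave at least the 1172 genes at an unadjusted p under 0.05 (highest other 2265).

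Other splits of the same libraries also bear on the main counts. For iE4/Cre+ against iE4/Cre- the count of 0 genes, which all 100 splits reach by definition (highest other 266), cannot test chance. Chance is not excluded by the other counts, since 79 splits gave at least 6 lists (highest other 21) and 76 at least 521 genes at an unadjusted p under 0.05 (highest other 3040). The split with 266 genes placed 6 and 5 libraries of extraction batch C and 2 and 3 of batch D in its groups, so it does not follow that batch, and a count that far above the real one points to a structure among these libraries. For iE3/Cre+ against iE3/Cre- the count of 0 genes (100 splits, highest other 2) cannot test chance either, and chance is not excluded with 67 splits giving at least 6 lists (14) and 7 at least 1444 genes at an unadjusted p under 0.05 (1970). For the lines, 1 split, the real one, reached 1489 genes with Cre (highest other 125) and 1 reached 2324 genes without Cre (highest other 281). Because litters are nested in the lines, every split that keeps litters whole was counted too: 1 of 75 reached 1489 (the real one; highest other 1064) and 1 of 35 reached 2324 (highest other 602), so chance among whole litters is excluded for the gene counts. Lists were counted only in the 100 splits of single libraries. Chance is not excluded for the list counts, since 10 of 100 such splits reached 15 lists with Cre (highest other 20) and 20 of 100 reached 12 lists without Cre (highest other 20). The correlation of the Cre differences across genes, -0.0851, was matched in size by 19 of 100 shuffles of the Cre labels (largest other -0.186), so chance is not excluded there.

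For the difference between the lines without Cre, olfactory and choroid plexus tissue taken along in dissection is not the whole cause. With those marker means as covariates 39.5% of the 2324 genes and 97 of the top 100 stayed called. Errors widened (median SE 0.06 to 0.08) and sizes fell (median 0.25 to 0.23), which ended other calls. With Cre 24.2% of the 1489 and 93 of the top 100 stayed called. That share is under the bound of 25% and by itself leaves that explanation open there. The median size of the 1489 went from 0.27 to 0.21 and the median SE from 0.067 to 0.083. Sizes left that large argue against such tissue as the whole cause with Cre too, for these genes as a set. The bound was on the share, not on this size, and the olfactory mean correlated with the line at -0.773. The argument covers olfactory and choroid plexus tissue only, since other regions had no marker mean among these covariates. Linked genetic differences may account for the top genes, of which 35 of 100 lay within 1 Mb of another against 14.3 expected (permutation p = 2e-04, highest of 10000 draws 36), as on chromosome 15 from 31224314 to 39087121 (11 genes, Erich5 and Cthrc1 among them) and chromosome 5 from 136982164 to 146837032 (9 genes, Muc3a and Actb among them). For the 831 genes called in both Cre states as a set they stay open, since 510 of 823 placed genes had such a neighbour against 517.6 expected (permutation p = 0.7), a measure that chance alone already meets for most of them and that misses effects away from the locus. RNA extraction batch cannot be told apart from the line, as no batch held both lines, and the 1837 genes that differed within iE4 between batches D and C (0 between B and A in iE3) cannot be given to it alone, since all 5 D libraries were of harvest batch 2 and 10 of 11 C libraries of batch 1. No iE4 litter was in both D and C, so litter is confounded with these batches as well. A biological difference between the lines, such as expression from the transgene without Cre, stays open and untested.

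The second pattern was albumin transcript in some iE3 libraries, where 7 of 11 libraries of harvest batch 1, 0 of 5 of batch 2 and no iE4 library exceeded 1. RNA from liver carried into the brain sample is a candidate explanation, as Alb followed the mean of 13 other liver genes over the 16 iE3 libraries (rho = 0.862, permutation p = 6e-05, adjusted p = 0.00012; r = 0.936, p = 1e-05, the smallest the resamples allow, and 0.892 without the 2 libraries farthest out; 2 relations tested). Blood left in the tissue is argued against, as Alb went against the hemoglobin mean (rho = -0.506, permutation p = 0.05, adjusted p = 0.05; r = -0.499, p = 0.04, and -0.542 without the 2 farthest). Harvest batch stays open (1.34 ± 2.62 against -1.17 ± 0.75 (SD, n = 11 and 5), exact permutation p = 0.0584), and the libraries above 1 were 3 Cre-positive and 4 Cre-negative. Reads carried over from liver libraries in sequencing were not tested.

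The third pattern was the higher endothelial and immediate early lists in iE4/Cre+. Variation between libraries shared by the genes of a list may be enough to give these calls, since the exact permutation p of the list mean was 0.26 for endothelial and 0.143 for immediate early genes. Blood left in the vessels stays open: with the hemoglobin mean as a covariate 81% of the endothelial difference was left (0.13 to 0.10, adjusted p = 1.85e-05) and 91% of the immediate early one (0.33 to 0.30, 1.85e-05). Both shares pass the bound of 80% set beforehand, but leaving out libraries in turn gave them an SE of 77 and 41.5 percentage points, a condition added after the shares were seen, so they do not exclude it. The effect of liver apoE4 that the design names remains open as well.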

How the results depend on the processing

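All alternatives using extraction batch, harvest batch, RNA integrity, litter, olfactory and choroid plexus markers or omitted libraries were chosen after seeing the data; the rest were planned. The depth is unknown, so its limits could not be set. No paired analysis was possible by replicate number, because these numbers only follow the order of accessions, but 3 litters of each line held both Cre states. With litter as a block, 0 genes passed within iE4, within iE3 and in the interaction (573, 909 and 692 at an unadjusted p under 0.05), and the 6 lists of iE4 became 13 (12 higher, 1 lower; 3 shared with the 6), the 6 of iE3 9 (4 shared) and the 8 of the interaction 12 (5 shared). Of 764 alternatives over 47 list results, 559 kept direction and side of the threshold, 194 lost the call and 11 reversed. Of 4267 over 280 results of named genes, which include leaving out only iE3/Cre+ replicates 1 and 8, 3801 kept both, 414 lost the call, 38 gained it and 14 reversed. The causes of the changes below were not tested.

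For genes of iE3/Cre+ against iE3/Cre-, the count of 0 became 1 with quantile normalization (Gpr55), 34 with library weights (7 higher, 27 lower), 2 with Xist as a covariate, 1 with extraction batch, harvest batch and RNA integrity together, and 3 at a threshold of 0.10. Between the Cre-positive groups the 1489 became 181 with excitatory neuron and myelin means as covariates (105 higher, 76 lower; 156 of them shared), 545 with olfactory and choroid plexus means (231 higher, 314 lower; 361 of them shared) and 2255 at 0.10. Between the Cre-negative groups the 2324 became 1541 with olfactory and choroid plexus means (760 higher, 781 lower; 918 shared). They became 1249 with extraction batch as a covariate and batches A and C as the reference (575 higher, 674 lower). The same batches coded within each line kept the count within 1.5 times, and neither coding separates batch from line. With batch D left out, 1513 genes passed between the Cre-positive groups (1147 shared with the 1489) and 1635 between the Cre-negative groups (1354 shared with the 2324). With litter as a random effect 1066 passed with Cre (1065 shared) and 1733 without (1722 shared), and 11 of 83 and 14 of 90 named genes lost the call.

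Camera with an estimated correlation left 0 lists in all 5 comparisons. Fry left 0 for iE4/Cre+ against iE4/Cre-, 1 for iE3 (excitatory neuron), 2 between the Cre-positive groups (striatal and excitatory neuron), 1 between the Cre-negative groups (striatal) and 0 for the interaction. The 6 lists of iE4 became 10 with library weights, 10 with extraction batch under either coding and 11 with extraction batch, harvest batch and RNA integrity. The 6 of iE3 became 10 each with no filter, with Xist as a covariate and at 0.10. The 15 between the Cre-positive groups became 7 with excitatory neuron and myelin means and 7 with batches A and C as the reference, which also gave 7 in place of 12 between the Cre-negative groups. With batch D left out the lists became 7 with Cre, 7 without Cre and 5 in the interaction. The 8 of the interaction became 2 with excitatory neuron and myelin means. The correlation of the Cre differences was 0.146 with no filter.

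Leaving out each library in turn gave 0 to 1 genes in iE4 (Cfap54 without iE4/Cre- replicate 7). In iE3 it gave 0 to 7, with 7 without iE3/Cre- replicate 4, 4 without iE3/Cre+ replicate 5, 2 each without iE3/Cre- replicate 5 and iE3/Cre+ replicate 4, and 1 each without iE3/Cre- replicates 1 and 6. It gave 1130 to 1567 between the Cre-positive groups, 1856 to 2624 between the Cre-negative groups and 0 to 1 for the interaction (Kcnh7 without iE3/Cre- replicate 4). Lists ranged from 5 to 11 in iE4 (11 without iE4/Cre- replicate 7, 10 without iE4/Cre- replicate 3 or iE4/Cre+ replicate 1 or 5), 5 to 10 in iE3 (10 without iE3/Cre- replicate 1, 5 or 8). They ranged from 9 to 16 between the Cre-positive groups (9 without iE4/Cre+ replicate 7 or 8), 7 to 13 between the Cre-negative groups (7 without iE4/Cre- replicate 7) and 4 to 9 for the interaction (4 without iE4/Cre+ replicate 7, 5 without iE3/Cre+ replicate 5).

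With olfactory and choroid plexus means as covariates the sign reversed for S100a5 (0.137), Omp (0.113), Ms4a15 (0.382), Eomes (0.004), Scgn (0.004), Cd14 (0.027) and the inhibitory neuron list (0.011) between the Cre-positive groups. It reversed for S100a5 (0.864), Omp (0.535), Calb2 (0.008) and oxidative phosphorylation (0.015) between the Cre-negative groups, and for Apoe in iE3 (-0.017). When each library was left out in turn, Apoe in iE3 ranged from -0.042 (without iE3/Cre- replicate 4) to 0.043 (without iE3/Cre+ replicate 1). In 8 of 32 fits it was below 0, that without iE3/Cre+ replicate 8 (-0.001) among them. All 8 left out an iE3 library, since fits without an iE4 library keep the iE3 difference at 0.004. With excitatory neuron and myelin means the sign reversed in iE3 for Bsn (0.012), Rps3 (-0.003), oxidative phosphorylation (-0.015) and ribosomal genes (-0.009). The sign also reversed for ribosomal genes between the Cre-positive groups (0.021), and in the interaction for Rps9 (0.008), striatal (0.004) and ribosomal genes (0.017). The myelin list of iE4 reversed with litter as a block (0.048) and with batch D left out (0.007), the endothelial list between the Cre-positive groups with batch D left out (0.018), and the choroid plexus list of the interaction with litter as a block (0.371). The mean of that choroid plexus list also changed sign with batch D left out (0.15). So did that of oxidative phosphorylation in iE3 with litter as a block (-0.001). Neither of these sign changes is in the count of reversed list results. By the marker means, which hold some of the tested genes themselves, a list is partly adjusted for its own level.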

Other observations

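The tests of gene positions, the protocadherin correlations and the contrasts of harvest batch were chosen after the results were seen; the contrasts of extraction batch were not.

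Genes of choroid plexus, hypothalamus, olfactory tissue and blood varied widely between libraries of a group. Ttr, the transthyretin gene of choroid plexus, was at 9.27 ± 2.14 in iE3/Cre-, 9.70 ± 1.5 in iE3/Cre+, 7.99 ± 2.19 in iE4/Cre- and 8.39 ± 2.35 in iE4/Cre+ (SD, n = 8). The hypothalamic peptide gene Pmch was at 1.14 ± 1.23, 1.90 ± 1.40, 3.57 ± 1.90 and 3.78 ± 2.23 in the same order. Omp ranged from 4.17 to 5.79 in the iE3 libraries and from -1.26 to 5.91 in the iE4 libraries, and Oxt from -2.63 to 3.48 and from 0.56 to 5.15. The hemoglobin gene Hbb-bs was at 6.19 ± 1.52, 6.84 ± 1.65, 5.91 ± 1.15 and 6.77 ± 0.70.

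Within the iE4 line, 1837 genes differed between extraction batches D and C (858 higher, 979 lower; limma, n = 5 and 11), while within iE3 0 differed between B and A (n = 7 and 9; 1219 at an unadjusted p under 0.05). The 5 libraries of batch D were all of harvest batch 2 and 10 of the 11 of batch C of harvest batch 1. Their RNA integrity numbers ran from 8.9 to 9.3 and from 9.1 to 9.8. No iE4 litter was in both batches, and the test counted libraries, not litters. The 1837 genes therefore cannot be given to extraction batch alone. Between harvest batches 2 and 1 over both lines, 115 genes differed (43 higher, 72 lower; n = 11 and 21). The correlation of litter mates in the residuals was 0.177.

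In iE3, genes near each other in the genome were among the top 100 for the Cre difference more often than expected (27 against 14.3, permutation p = 0.008), where iE4 gave 19 of 99 against 13.9 (p = 0.2) and extraction batch gave 21 of 95 in iE3 (p = 0.06) and 21 of 98 in iE4 (p = 0.08). With Cre, the lines gave 38 of 99 against 14 (permutation p = 1e-04, the smallest the draws allow). Of the 14 alpha protocadherins, neuronal adhesion genes that share their last exons, 10 were in the top 100 and 14 of 14 were lower in iE3/Cre+ (median -0.11). Their residuals correlated across libraries with a median of 0.873, against 0.263 for 21 beta protocadherins, which do not share exons and of which 20 were lower (median -0.14), and -0.004 for random genes. Counting the alpha protocadherins once, the densest window of 10 Mb held 6 genes, on chromosome 13 from 3358273 to 10360847 (Chrm3 and Adarb2 among them), against a median of 4 in random draws (permutation p = 0.06). A second group of 4 lay on chromosome 1 from 78497026 to 85961007 and held Gpr55, BC035947 and Wdfy1, a gene of endosomal signalling that was at 4.74 ± 0.25 in iE3/Cre-, 3.97 ± 0.60 in iE3/Cre+, 4.72 ± 0.08 in iE4/Cre- and 4.6 ± 0.26 in iE4/Cre+ (SD, n = 8). In the 3 iE3 litters that held both Cre states Wdfy1 differed by -0.07, 0.06 and -0.62, and the 2 libraries of a litter with Cre-positive mice alone averaged 3.09. The positions in iE3 were tested before the albumin pattern, and their window test did not pass.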
